# Notch-Wnt signal crosstalk regulates proliferation and differentiation of osteoprogenitor cells during intramembranous bone healing

**DOI:** 10.1038/s41536-021-00139-x

**Published:** 2021-05-28

**Authors:** S. Lee, L. H. Remark, A. M. Josephson, K. Leclerc, E. Muiños Lopez, D. J. Kirby, Devan Mehta, H. P. Litwa, M. Z. Wong, S. Y. Shin, P. Leucht

**Keywords:** Regeneration, Mesenchymal stem cells

## Abstract

Adult bone regeneration is orchestrated by the precise actions of osteoprogenitor cells (OPCs). However, the mechanisms by which OPC proliferation and differentiation are linked and thereby regulated are yet to be defined. Here, we present evidence that during intramembranous bone formation OPC proliferation is controlled by Notch signaling, while differentiation is initiated by activation of canonical Wnt signaling. The temporospatial separation of Notch and Wnt signal activation during the early stages of bone regeneration suggests crosstalk between the two pathways. In vitro and in vivo manipulation of the two essential pathways demonstrate that Wnt activation leads to initiation of osteogenic differentiation and at the same time inhibits Notch signaling, which results in termination of the proliferative phase. Here, we establish canonical Wnt signaling as a key regulator that facilitates the crosstalk between OPC proliferation and differentiation during intramembranous, primary bone healing.

## Introduction

Injuries to the musculoskeletal system are the most common cause for disability. While the majority of fractures heal without sequelae, about 5% of fractures result in non-union, which subjects patients to pain, prolonged immobility, and revision surgery^1^. To this point, there is no biological adjuvant for fracture non-unions that reliably promotes fracture healing, alone or in combination with revision surgery.

The burgeoning field of stem cell biology is an unambiguous indicator of society’s interest in the regenerative potential of the human body and new evidence reveals that stem cells derived from adult tissues have the capacity to differentiate into a multitude of cell types^2^. This regenerative potential of adult stem cells suggest that these cells may be used in the future to fulfill the mounting needs of patients with degenerative disease and traumatic tissue loss. There are, however, significant gaps in our understanding of stem cell biology that impede their widespread use in treating skeletal conditions. For example, signaling pathways that control proliferation and differentiation have been identified, but we are still in the early stages of understanding the fine-tuned interplay between these individual pathways. During skeletal repair this switch from proliferation to differentiation is especially critical since the total number of available skeletal stem and progenitor cells is fairly small (0.3% of all bone marrow cells^3,4^ in relation to the often-encountered size of the bony defect. Thus, proliferation represents the mechanism by which the injury side is provided with a sufficient number of osteogenic or chondrogenic cells that will ultimately result in bone formation and restoration of limb function.

Notch signaling is an evolutionarily conserved signaling pathway in the development of multicellular organisms. Its temporal-spatial expression specifies diverse cellular events including proliferation, differentiation, apoptosis, stem cell self-renewal, and binary cell-fate specification^5,6^. 

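In the mouse genome (GRCm38, GENCODE release M21), the genes of the Notch receptors and of their ligands lie on 5 chromosomes. Notch1 lies on chromosome 2 from 26457903 to 26516663 on the minus strand, and Notch2 on chromosome 3 from 98013527 to 98150361 on the plus strand. Notch3 and Notch4 both lie on chromosome 17, from 32120820 to 32166852 on the minus strand and from 34564268 to 34588503 on the plus strand. The longest annotated transcript of Notch2 is 10500 bp in 34 exons, against 9488 bp for Notch1, 8016 bp for Notch3 and 6591 bp for Notch4. Jag1, which encodes Jagged1, lies on chromosome 2 from 137081456 to 137116644 on the minus strand, and its longest transcript is 5612 bp in 26 exons. Jag2 lies on chromosome 12 from 112907819 to 112929776 on the minus strand, with a longest transcript of 5106 bp. The Delta-like ligands have shorter transcripts, 3581 bp for Dll1 on chromosome 17, 2618 bp for Dll3 on chromosome 7 and 3747 bp for Dll4 on chromosome 2.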

There are four Notch receptors (Notch 1–4) and multiple ligands (Jagged1–2, DLL1,3,4). Notch signaling requires cell-cell contact between the ligand and the receptor, which in turn results in activation of the Notch intracellular domain (NCID), a transcription complex that traffics into the nucleus. Downstream targets include Hes-1and 5 (Hairy Enhancer of Split), Hey 1 and 2 (Hairy/enhancer-of-split related with YRPW motif protein)^7,8^. 

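Hes1 lies on chromosome 16 of GRCm38 from 30064384 to 30067796 on the plus strand, and Hes5 on chromosome 4 from 154960923 to 154962371 on the plus strand. Hey1 lies on chromosome 3 from 8663359 to 8667256 on the minus strand, and Hey2 on chromosome 10 from 30832359 to 30842801 on the minus strand. Their longest annotated transcripts are 1468 bp in 4 exons for Hes1, 1273 bp in 3 exons for Hes5, 2423 bp in 5 exons for Hey1 and 2550 bp in 5 exons for Hey2. A related gene, Heyl, lies on chromosome 4 from 123233556 to 123249875 on the plus strand and has a longest transcript of 4537 bp.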

Recent studies have identified an important role of Notch signaling during skeletal development and bone homeostasis (reviewed in refs. ^9–12^), however little is known about the role of Notch signaling in skeletal regeneration and its potential integration and interaction with other pathways, such as the Wnt signaling pathway during this process.

Wnts act as long-range, concentration-dependent morphogens that bind to cell surface receptors encoded by the Frizzled and low-density lipoprotein receptor related proteins (Lrp). Once bound, Wnt ligands initiate a cascade of intracellular events that eventually lead to the transcription of target genes through the nuclear activity of beta-catenin and the DNA binding protein TCF (reviewed in refs. ^13–15^). Wnts are involved in a wide variety of cellular decisions associated with the program of osteogenesis^16–18^. For example, Wnts regulate the expression level of *sox9*^19^, which influences the commitment of mesenchymal progenitor cells to a skeletogenic fate^20,21^. In adult animals there is abundant evidence that Wnt signaling regulates bone mass (reviewed in ref. ^22^). For example, mutations in the human Wnt co-receptor LRP5 are associated with several high bone mass syndromes including osteopetrosis type I, and endosteal hyperostosis or autosomal dominant osteosclerosis, as well as a low bone mass disease, osteoporosis-pseudoglioma^23–25^.

Youngstrom et al. postulate that there is a temporospatial fate switch that occurs during the continuum of bone regeneration^26^, however, what regulates this molecular switch is still unknown. We aimed to fill this knowledge gap by investigating how the two pathways, Notch and Wnt signaling, cooperatively orchestrate early osteoprogenitor cell proliferation and differentiation during intramembranous bone healing. While much effort has been exerted into identifying the effect of a singular growth factor on bone regeneration, our research seeks to characterize the well-coordinated interplay between two pathways to further develop biologic therapeutics that mimic the physiology of bone regeneration.

Here, we dissect the temporal and spatial role of Notch and Wnt signaling during intramembranous bone formation, and by using molecular pathway manipulation, we identify an interaction between the two pathways resulting in a programmatic switch from proliferation to differentiation.

## Results

### Temporal separation of proliferation and differentiation during bone regeneration

On a cellular level intramembranous bone healing is characterized by an early proliferate phase (Fig. 1a–c, g), which is followed by a wave of differentiation that leads to bony callus formation and ultimately healing of the fracture with restoration of mechanical integrity (Fig. 1d–f, h). During the early proliferative phase (through postoperative day 7), bone-cartilage-stromal-progenitor cell (BCSP)^27–29^ number increases until differentiation ensues, at which point the number of BCSPs within the regenerate returns to baseline (Fig. 1i and Supplementary Fig. 1). Here, we set out to uncover the molecular switch that regulates proliferation and differentiation during intramembranous bone healing.

**Fig. 1:**
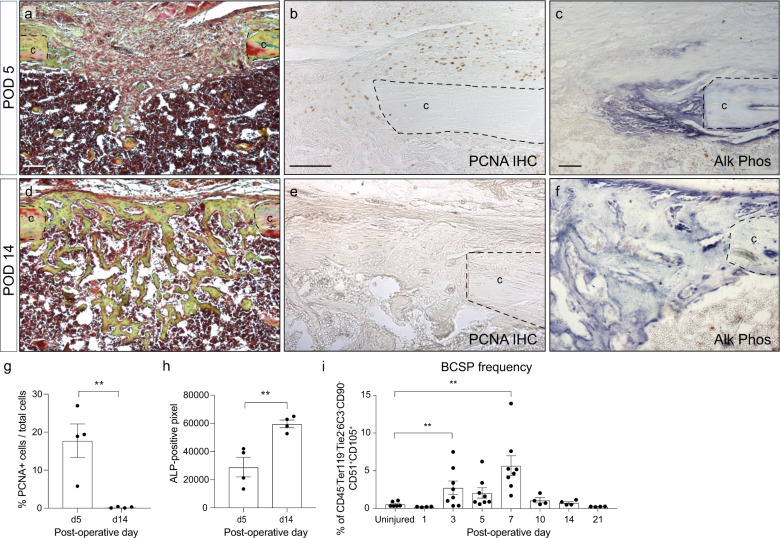
Temporal separation of proliferation and differentiation during tibial defect healing. **a** Histological section of tibial mono-cortical defects 5 days after injury, stained with Movat’s Pentachrome. The defect site is filled with soft tissue. **b** PCNA IHC shows active proliferation in the periosteum and defect site at this early time point. **c** Alkaline phosphatase staining demonstrates only a small region of osteogenic differentiation at the cortical edge. **d** After 14 days, the defects site is filled with woven bone, stained yellow-green with Pentachrome. **e** PCNA staining reveals absence of proliferation within the injury. **f** Alkaline phosphatase staining indicating osteogenic differentiation throughout the injury site. **g** Quantification of PCNA-positive cells in the injury site at POD 5 and 14. **h** Quantification of alkaline phosphatase staining at POD 5 and 14. **i** Frequency of bone-cartilage-stromal progenitor cells (BCSPs) was analyzed over the time course of fracture healing by flow cytometry using the following BCSP markers: CD45^−^ Ter119^−^ Tie2^−^ CD51^+^ CD90^−^ 6C3^−^ CD105^+^. Scale bar = 100 μm. ALP alkaline phosphatase, BCSP bone-cartilage-stromal progenitor cells, c cortical bone, PCNA proliferating cell nuclear antigen, POD postoperative day. **p < 0.01. Data were represented as mean ± s.e.m.

### Notch signaling is active during intramembranous bone healing, followed by activated Wnt signaling

There is ample evidence in the literature that Notch signaling regulates proliferation during tissue regeneration in a variety of tissues^30–34^, including bone^12,35^. It is yet unknown whether Notch signaling performs a similar function during intramembranous bone healing of the appendicular skeleton. Therefore, we screened the regenerate within the tibial defect site of tdTomato;Osx-creERT2 mice (iOsx/tdTom) at varying time points post-injury for the Notch downstream target Hey1 using immunofluorescence staining, and found that Hey1 was upregulated during the early, proliferative phase (Fig. 2a and Supplementary Fig. 2). While most of the Hey1-positive cells co-labeled with the osterix-positive and therefore the osteogenic lineage, we confirmed this finding in a more stem/progenitor cell specific assay. Skeletal stem cells (SSCs) and BCSPs were isolated from injury sites at 1, 3, 5, 7, and 10 days post injury, and *Hey1* expression levels were determined using qRT-PCR. Again, we observed increased expression of *Hey1* between day 3 and 10 in both skeletal stem and progenitor cells (Fig. 2b, c). RNAseq, FACS and immunofluorescence staining identified the Notch2 receptor as the most dominant receptor, while Jagged-1 was the most highly expressed ligand (Supplementary Fig. 3). These data provide convincing evidence that Notch signaling is active in skeletal stem and progenitor cells during the proliferative phase of intramembranous bone healing. 

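Cells that carry the leptin receptor (LepR) were sorted by flow cytometry from the non-hematopoietic fraction of collagenase-digested tibiae and femurs, and their RNA was sequenced. The libraries came from young mice (12 weeks), middle-aged mice (52 weeks) and middle-aged mice given sodium salicylate (52 weeks), with 3 libraries per condition. The authors aligned the reads with STAR, counted them per gene with featureCounts and normalized the counts with DESeq2. The values used here are these normalized counts, which are reads divided by 1 size factor per library and not by gene length. Whole reads could be recovered from at least 99.995% of the values in each library, within a tolerance of 0.1 read. The libraries held 9902613 to 20746804 reads, with a median of 15143560 in young, 14235155 in middle-aged and 15343286 in treated mice. Mitochondrial ribosomal RNA took 27.5% to 37.6% of the reads. Lepr itself had 90045 ± 12104 normalized counts in young (SD, n = 3 libraries), 38386 ± 21957 in middle-aged and 67121 ± 8237 in treated libraries. Antibody genes, which B lineage cells express, took 0.107% to 0.479% of the reads in young, 3.25% to 32.6% in middle-aged and 1.53% to 8.33% in treated libraries. Genes were compared within a library as the log2 ratio of their values with a pseudocount of 1, so that the size factor has little effect on the ratio. Each of 10 ratios was tested over the 9 libraries with an exact two-sided sign-flip permutation test, and the p values were adjusted over the 10 ratios by the method of Benjamini and Hochberg. The sample labels do not say whether replicates came from separate animals, so the p values measure only the spread between these samples.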

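Notch2 had the highest count of the 4 Notch receptors, and Jag1 the highest of the 5 ligands, in each of the 9 libraries. Notch2 had 2679 ± 134 normalized counts in young (SD, n = 3 libraries), 1780 ± 787 in middle-aged and 2355 ± 87.1 in treated libraries, which was 53.6% ± 2.99, 60.2% ± 1.91 and 55.9% ± 3.52 of all receptor counts. Notch3, a receptor also known from pericytes and vascular smooth muscle, came next with 1589 ± 153, 716 ± 425 and 1254 ± 235 normalized counts. Jag1 had 762 ± 125, 384 ± 252 and 597 ± 39.4 normalized counts in young, middle-aged and treated libraries, and its share of all ligand counts was 92.6% ± 1.47, 93.9% ± 2.86 and 92.6% ± 2.38.
The other receptors were lower. Notch1 had 681 ± 74.0 normalized counts in young, 422 ± 26.0 in middle-aged and 580 ± 171 in treated libraries, and Notch4, best known from endothelial cells, had 50.8 ± 8.41, 12.3 ± 6.31 and 41.7 ± 13.7. Over the 9 libraries, Notch2 exceeded Notch3 by 1.05 on the log2 scale (SD 0.42), which is 2.07-fold, Notch1 by 2.00 (SD 0.40), which is 3.99-fold, and Notch4 by 6.20 (SD 0.70), which is 73.7-fold. Notch2 was higher in 9 of 9 libraries in each of these comparisons (exact sign-flip permutation test, p = 0.00391, the smallest p that 9 libraries allow; adjusted p = 0.00488). Within a condition, where 3 libraries allow no p below 0.25, Notch2 exceeded Notch3 1.69-fold in young, 2.75-fold in middle-aged and 1.90-fold in treated libraries.
Among the other ligands, Dll1 had 26.7 ± 2.69 normalized counts in young, 20.7 ± 18.2 in middle-aged and 25.2 ± 23.8 in treated libraries. Jag1 exceeded Dll1 by 4.86 on the log2 scale (SD 0.96), Dll4 by 6.24 (SD 1.61), Dll3 by 6.44 (SD 1.42) and Jag2 by 7.58 (SD 1.61), each in 9 of 9 libraries (exact sign-flip permutation test, p = 0.00391; adjusted p = 0.00488). The sizes of these ratios depend on the pseudocount, because some libraries had no read of these 4 genes. They were 4.50, 6.03, 5.86 and 6.52, again in 9 of 9 libraries, when a gene with no read was set to 3 reads, an alternative added after seeing the data. Dll3, Dll4 and Jag2 rested on few reads, with 67, 30 and 29 over the young libraries. They had 10, 10 and 9 reads over the middle-aged and 23, 61 and 11 over the treated libraries. No ratio among these 3 genes was tested, so their order is not given. Middle-aged replicate 3, in which antibody genes took the largest share of reads, had the lowest counts of Notch2 (875), Notch3 (226) and Jag1 (93.5) of all libraries. Divided by the length of the longest transcript, the values kept Notch2 above Notch3 in 9 of 9 libraries, by 0.66 on the log2 scale. The paper names neither the age nor the treatment of the cells in Supplementary Fig. 3C and D, so all conditions are given. From its RNAseq, FACS and immunofluorescence staining, the paper states that Notch2 was the most dominant receptor and Jagged-1 the most highly expressed ligand. Its FACS measured receptor proteins in BCSPs, and its staining showed activated Notch2 and Osterix-lineage cells at day 7 in tibial defects. Both differ from RNA of LepR+ cells in molecule and cell population. The libraries used here are the RNAseq data that the paper deposited, so the order found in them is not independent of its RNAseq result.

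**Figure D1:**
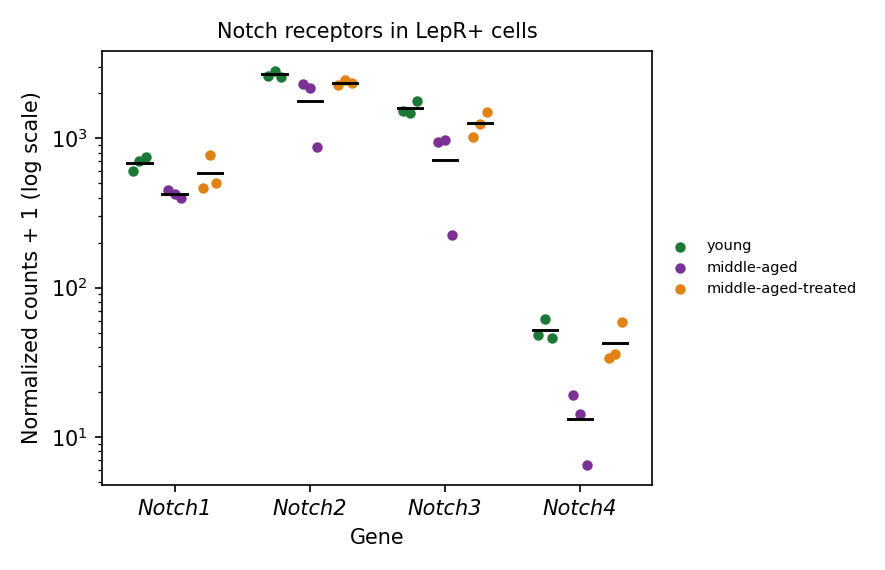
Normalized counts plus 1 (log scale) of the Notch receptors in LepR+ cells, by condition. Each point is a library and each bar the mean of 3 libraries; Notch2 lay between 875 and 2831 normalized counts.

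**Figure D2:**
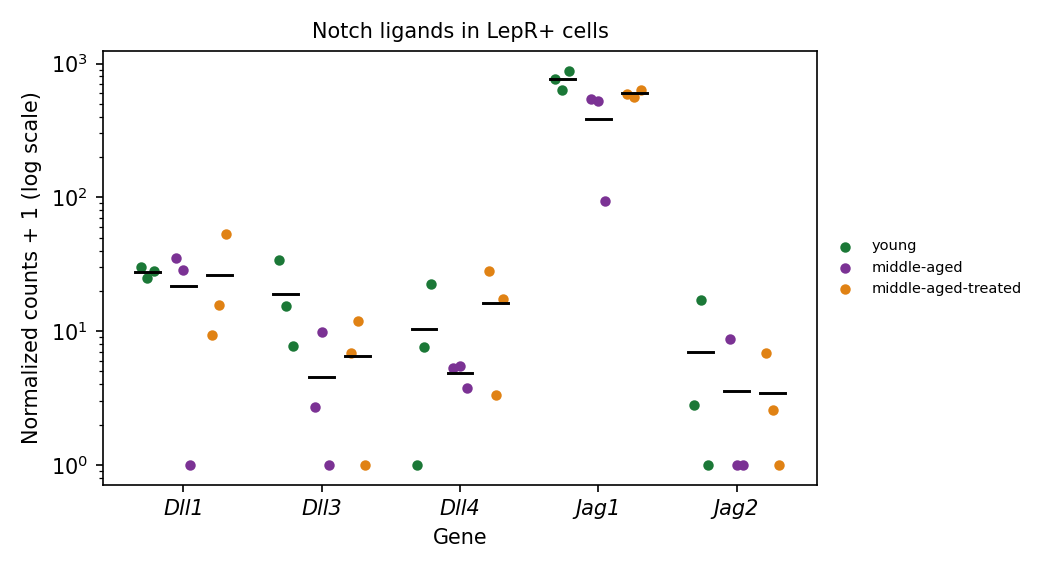
Normalized counts plus 1 (log scale) of the Notch ligands in LepR+ cells, by condition. Each point is a library and each bar the mean of 3 libraries; Jag1 lay between 93.5 and 882 normalized counts, above every other ligand in the same library.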

Whether Notch activation causes proliferation of osteoprogenitor cells (OPCs) is yet unknown. We therefore activated Notch signaling in bone marrow stromal cells, grown on Jagged1-coated plates, which resulted in increased *Hey1* and *Hes1* expression, confirming Notch activation (Fig. 2d, e). This Notch activation led to an increased proliferation shown by BrdU (Fig. 2f), confirming the proliferative effect of Notch signaling. We then utilized a transgenic approach, in which Notch signaling is inhibited by conditional deletion of RBPJ^36^ in *Osx*-expressing cells. RBPJ is a major transcriptional effector of Notch signaling^37^ and when knocked out in *Osx*-expressing OPCs^38^, we observed a reduction in tdTom-positive cells, and thus *Osx*-expressing OPCs within the injury site at postoperative day 3, further confirming the effect of Notch signaling on proliferation (Fig. 2g). This reduction in the number of OPC manifested itself as a smaller bone volume (BV) in the regenerate at postoperative day 10 (Fig. 2h–j).

**Fig. 2:**
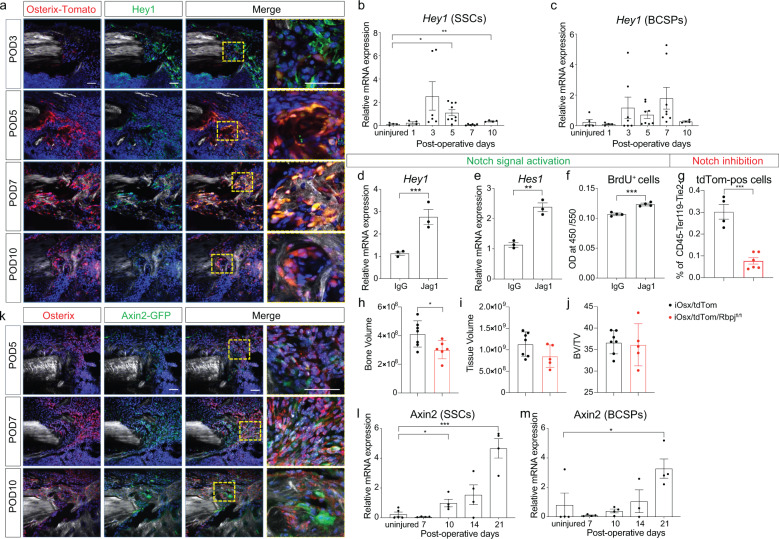
Notch signaling dominates the proliferative phase while canonical Wnt signaling governs the differentiation phase. **a** Temporospatial expression profile of Notch downstream target Hey1 by immunostaning and co-localization with osterix-positive cells. To label osterix-positive cells, iOsx/tdTom mice were pulsed by tamoxifen injection (1 mg/day/mouse) twice at 1 day before surgery and 1 day after surgery. **b**, **c** Temporal Notch downstream target gene expression during the early injury response (uninjured, POD 1–10) in SSCs and BCSPs (*n* = 6–9). **d**, **e** Notch activation using Jagged1-coated tissue culture plates resulted in upregulation of the Notch target genes *Hey1* and *Hes1*. **f** In response to Notch activation, proliferation increased, shown by BrdU quantification. **g** The number of tdTomato-positive (*osx*-positive OPCs) cells decreased in the POD 3 injury site after Notch inhibition in iOSX/tdTom/Rbpj^fl/fl^ mice. Tamoxifen (1 mg/day/mouse) was injected from day −1 until day 2. **h** Bone volume, **i** tissue volume, and **j** bone volume/total volume, at postoperative day 10 using microCT histomorphometry demonstrates a smaller bone volume in the regenerate in the iOSX/tdTom/Rbpj^fl/fl^ mice (tamoxifen (1 mg/day/mouse daily) from day −1 to day 6). **k** Spatial expression of Wnt responsiveness within *osx*-positive (IF) OPCs using iAxin2/GFP reporter mice (Tamoxifen administration: 1 day before euthanasia). Scale bar = 50 μm. **l**, **m** *Axin2* gene expression SSCs and BCSPs in uninjured and POD 7–21 days (*n* = 4). BCSP bone-cartilage-stromal progenitor cells, Jag1 Jagged1, POD postoperative day, SSC skeletal stem cell. *p < 0.05, **p < 0.01, ***p < 0.001. Data were represented as mean ± s.e.m.

Wnt signaling has been shown to induce osteogenic differentiation during bone regeneration^39–42^, however, it has yet to be determined how the switch from proliferation to differentiation is orchestrated. Using *Axin2-cre*^*ERT2*^*/Rosa26-loxP-stop-loxP-eGFP* (iAxin2/GFP) reporter mice^43^, we surveyed the regenerate tissue at varying time points to establish a temporal profile of Wnt responsiveness. At postoperative day 5, only a few cells close to the cortical edge were labeled with GFP, while at day 7 and 10, the majority of *Osx*-positive cells within the defect site were GFP-positive, thus Wnt-responsive (Fig. 2k and Supplementary Fig. 2). Again, we isolated SSCs and BCSPs from the injury site by flow cytometry and confirmed the increase in Wnt signaling using *Axin2* expression as a proxy. Both SSCs and BCSPs exhibited increased *Axin2* expression during the differentiation phase starting at POD 10 (Fig. 2l, m).

### Wnt inhibition maintains Notch activation and prolongs the proliferative response

We hypothesize that Wnt signaling is upstream of Notch and regulates Notch signaling to initiate the switch from proliferation to differentiation. Using an adenovirus expressing the Wnt-antagonist *Dkk1*, we aimed to show that inhibition of Wnt signaling removes the inhibitory effect on Notch and thus maintains Notch activation. iAxin2/GFP mice were treated locally with either Ad-*null* or Ad-*Dkk1* at the time of tibial defect surgery (Fig. 3a). *Dkk1* treatment led to a significant reduction of *Axin2* expression in the regenerate, confirming successful Wnt inhibition (Fig. 3a). At postoperative day 7, we observed an increase in NICD2 (activated Notch2 intracellular domain) immunostaining in the injury sites treated with the Wnt antagonist *Dkk1* (Fig. 3b), indicating prolonged activated Notch signaling in the presence of a Wnt antagonist. In addition, *Hey1* and *Hes1* expression was increased in the Ad-*Dkk1* treated group at postoperative day 7 (Fig. 3c, d), suggesting that Wnt inhibition resulted in continued and increased Notch signal activation. If Notch is in fact regulating OPC proliferation, then we would expect to observe increased proliferation in the Ad-*Dkk1* treated injuries. We performed qRT-PCR for *proliferating cell nuclear antigen* (*Pcna*) and detected a significantly increased expression level in Ad-*Dkk1-*treated injury sites, suggesting that Wnt inhibition is sufficient to increase OPC proliferation through activation of Notch signaling, which functions as an activator of proliferation (Fig. 3e). If Wnt antagonism results in prolonged activated Notch signaling, then we should be able to detect an increase in the frequency of SSCs at the injury site after Wnt inhibition. We performed FACS analysis of the regenerate after Ad-Dkk1 treatment at POD 3, 7, and 10 and quantified the number of SSCs (Fig. 3f). There was no difference at day 3 between the control and Ad-*Dkk1* injuries, as one would expect as proliferation is just about to commence. At day 7 and 10, however, we observed a significant increase in SSC number in the Ad-Dkk1 treated injury sites, suggesting that Wnt inhibition results in Notch activation, which in turn results in increased and prolonged proliferation of SSCs in the injury site (Fig. 3f). We confirmed these in vivo findings using an in vitro assay of primary OPCs treated with Dkk1 protein or PBS. Immunofluorescence staining for Hey1 revealed increased nuclear Hey1 staining in Dkk1 treated OPCs (Fig. 3g). qRT-PCR confirmed that Dkk1 treatment resulted in Wnt inhibition, as shown by downregulation of *Axin2* (Fig. 3h). In response to Wnt inhibition, *Hey1* expression increased (Fig. 3i), confirming the hypothesis that Wnt signaling regulates Notch signaling in OPCs.

**Fig. 3:**
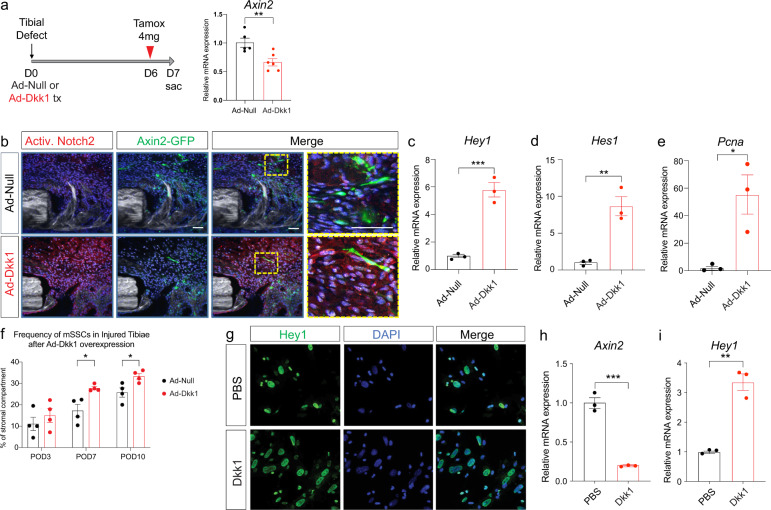
Wnt inhibition sustains Notch activation and lengthens the proliferative phase. **a** Ad-Null (control) or Ad-Dkk1 (Wnt antagonist) was administered around tibial defect sites of iAxin2/GFP reporter mice and tamoxifen was injected at POD 6 (24 h before euthanasia) (*n* = 5–6). *Axin2* expression levels were significantly decreased at day 3 after Ad-*Dkk1* administration, confirming Wnt inhibition. **b** Immunofluorescence staining against NICD2 (activated Notch2 intracellular domain) reveals near absent Notch activation in the control injury, while the majority of cells in the injury site treated with Ad-*Dkk1* showed NICD2 staining. iAxin2/GFP IF confirmed successful Wnt inhibition. *n* = 3. Scale bar = 50 μm. **c**, **d** Notch target gene expression and **e** proliferative cell nuclear antigen (*Pcna)* gene expression from POD7 callus reveal activated Notch signaling in Ad-*Dkk1* treated injuries with increased proliferation (*n* = 3). **f** FACS analysis of SSCs in the fracture callus of Ad-*Null* and Ad-*Dkk1* treated animals at POD 3, 7, and 10 (*n* = 4) showing increase of SSC number during the proliferative phase after Wnt inhibition. **g** Primary bone marrow derived stromal cells were treated with PBS (control) or recombinant Dkk1 protein for 48 h in vitro. Hey1 IF shows an increased number of Notch activated cells after Dkk1 treatment. Experiments were performed in triplicate and repeated at least twice. **h** *Axin2* expression is decreased after Dkk1 treatment. **i** Resulting in increased *Hey1* gene expression (*n* = 3). PBS phosphate buffered saline. *p < 0.05, **p < 0.01, ***p < 0.001. Data were represented as mean ± s.e.m.

### Activated Wnt signaling inhibits Notch signaling and suppresses proliferation

We further dissected the Notch–Wnt interaction using purified Wnt3a protein as a means to activate the Wnt pathway^44^. Bone marrow stromal cells were treated in vitro with Wnt3a protein, which resulted in Wnt pathway activation, as shown by *Axin2* expression (Fig. 4a). Immunohistochemistry for Hey1, a downstream target of the Notch signaling pathway, revealed decreased Hey1 expression after Wnt signal activation (Fig. 4b, c). This was confirmed by qRT-PCR (Fig. 4d), further establishing that Wnt pathway activation suppresses Notch signaling. If Notch is responsible for induction and maintenance of OPC proliferation, then we would expect decreased proliferation after Wnt activation. We quantified proliferative activity after Wnt3a treatment using two independent methods. qRT-PCR revealed decreased *Pcna* expression (Fig. 4e) and BrdU labeling demonstrated a 57% decrease in proliferation at day 2 after Wnt3a treatment and an 82% decrease at day 4 (Fig. 4f). Next, we aimed at investigating whether Wnt activation is able to downregulate activated Notch signaling. We treated bone marrow stromal cells grown on Jagged1-coated plates (Notch activation) with Wnt3a and observed an increase in the number of Wnt-responsive cells, shown by nuclear localization of beta-catenin (Fig. 4g). This increase in Wnt signal activity resulted in decreased proliferation (Fig. 4h) and increased differentiation (Fig. 4i). These data demonstrate that activated Wnt signaling can overcome activated Notch signaling, and that the upstream position of Wnt results in a switch from Notch-induced proliferation to Wnt-induced differentiation.

**Fig. 4:**
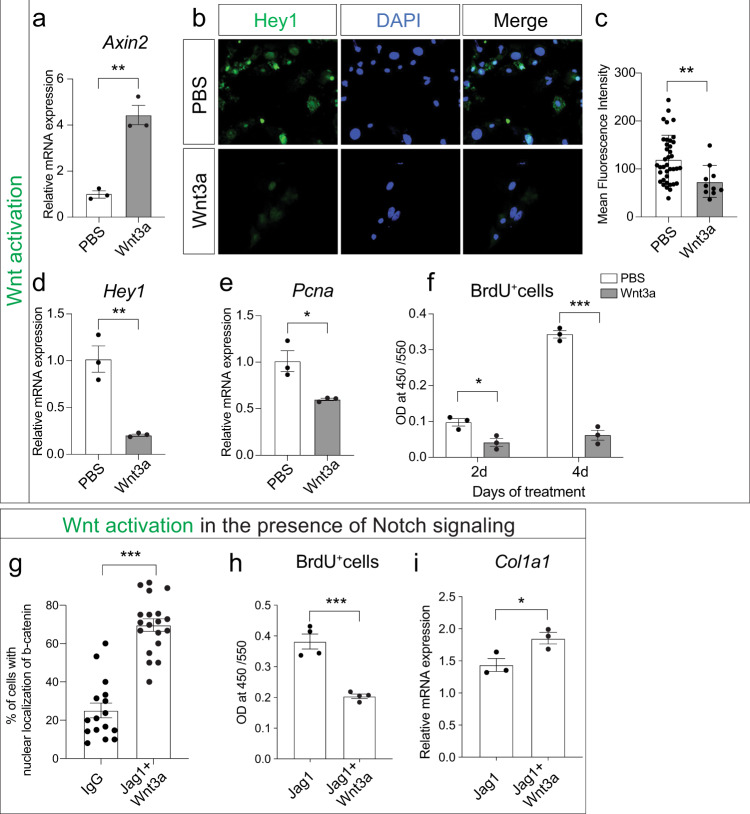
Wnt signal activation suppresses Notch and its associated proliferative effect. **a** *Axin2* gene expression is increased in progenitor cells treated with a recombinant protein Wnt3a (100 ng/ml) for 48 h in vitro. **b** Hey1 immunofluorescence, **c** quantification of Hey1 IF, and **d** gene expression of bone marrow stromal cells treated with PBS (control) or Wnt3a in vitro demonstrating Notch inhibition. **e**, **f** Decreased proliferation of bone marrow stromal cells after Wnt3a treatment shown by *Pcna* expression (**e**) and BrdU assay at 2 and 4 days in vitro (**f**). **g**–**i** OPCs were treated in vitro with Wnt3a in presence of Notch signaling (Jag1-coated plates) and analyzed for nuclear localization of β-catenin (**g**), BrdU-positive proliferating cells (**h**), and osteogenic differentiation marker *Col1a1* (**i**). *p < 0.05, **p < 0.01, ***p < 0.001. Experiments were performed in triplicate and repeated at least twice. Data were represented as mean ± s.e.m.

### In vivo inhibition of Wnt signaling prolongs Notch-induced proliferative phase

Finally, we utilized a genetic strategy to abrogate Wnt signaling during intramembranous bone healing using *Osx-cre*^*ERT2*^*/Wls*^*fl/fl*^ (iOsx/Wls^fl/fl^) conditional knockout mice^45^. Wntless (Wls) is a cargo receptor protein that directs Wnt ligands from the Golgi apparatus to the cell surface by interacting with the lipid-modified domains in the ligands^46–48^. We crossed *Osx-cre*^*ERT2*^ mice with *Wls*^*fl/f*l^ to generate an iOsx/Wls^fl/fl^ cKO that allows us to target Wnt secretion during defined stages of intramembranous bone healing. We injected Tamoxifen daily for 7 days in order to decrease Wnt ligand secretion within the injury site (Fig. 5a). First, we assessed the effect of decreased Wnt signaling on bone regeneration using histomorphometry. In line with the previously published and shown data, we observed impaired osteogenic differentiation with a significantly smaller bony regenerate at POD10 (Fig. 5b, c). Further analysis revealed that the conditional Wnt inactivation led to a prolonged Notch signal activation, shown by IF (Fig. 5d) qRT-PCR for *Hey1* confirmed the increased Notch downstream target expression after *Wls* deletion (Fig. 5e). In line with our previous data, the prolonged Notch activation resulting from Wnt inhibition led to a sustained proliferative response (Fig. 5f).

**Fig. 5:**
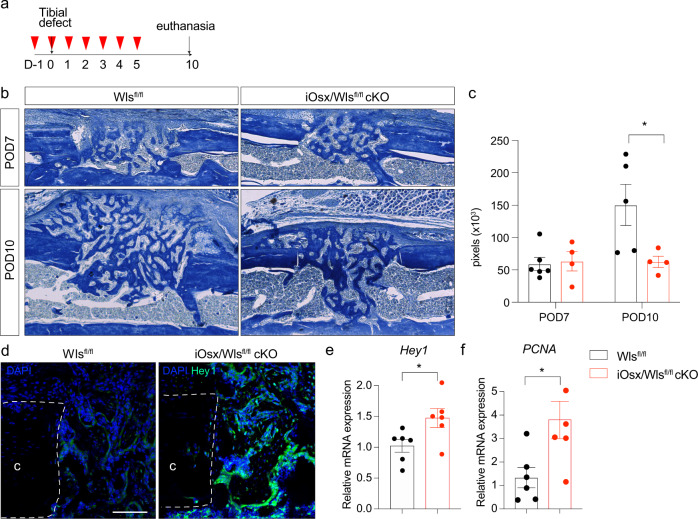
Wnt deletion in *osx*-lineage cells prolongs Notch responsiveness and associated proliferation. **a** Experimental scheme using iOsx/Wls^fl/fl^ cKO mice. Red arrow head indicates tamoxifen i.p. injection (1 mg/day), gray arrow denotes day of tibial defect surgery and day of euthanasia. **b** Aniline Blue staining of tibial defect sites at POD7 and POD10 in control and iOsx/Wls^fl/fl^ cKO mice. **c** Histomorphometry of bone volume in callus of control and iOsx/Wls^fl/fl^ cKO mice. **d** Increased and prolonged Notch responsiveness in iOsx/Wls^fl/fl^ cKO mice shown by IF against Hey1 and **e** *Hey1* gene expression. **f** PCNA expression revealed increased proliferation in the injury sites of iOsx/Wls^fl/fl^ cKO mice. Scale bar = 50 μm. *n* = 6. **d** *Pcna* expression at day 10 indicates a prolonged proliferative phase up to day 10 in the presence of decreased Wnt signaling. *p < 0.05. c cortical bone. Data were represented as mean ± s.e.m.

In summary, our data provide convincing evidence that Notch signaling is active during early intramembranous bone healing, when Notch activation leads to osteoprogenitor cell proliferation. Once Wnt signaling becomes active, Notch signaling is inhibited, resulting in inhibition of proliferation and activation of differentiation (Fig. 6).

**Fig. 6:**
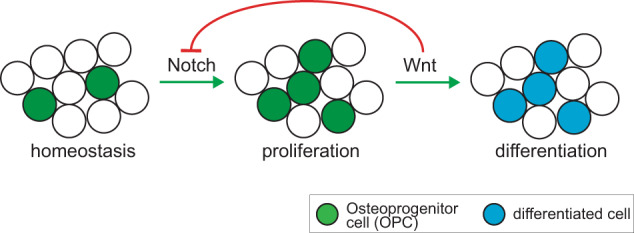
Graphical summary. After skeletal injury, Notch signaling becomes active and initiates a proliferative response. Days later, canonical Wnt signaling is activated in the injury site, leading to active suppression of Notch signaling and its associated pro-proliferative effect. Wnt signaling then induces differentiation.

## Discussion

While many aspects of bone regeneration in response to fracture have been extensively characterized, certain facets are still unknown. One such knowledge gap is the molecular mechanism that orchestrates the switch from proliferation to differentiation. Here, using in vitro pathway manipulations and in vivo models of intramembranous bone healing, we provide evidence that proliferation in response to injury is regulated by Notch signaling and differentiation is initiated by Wnt signaling, which is, at the same time, inhibiting Notch signaling. In the most general terms, we uncovered the molecular machinery that regulates the transition from skeletal progenitor cell proliferation to osteogenic differentiation. We provide convincing evidence that Wnt signaling is necessary and sufficient to terminate progenitor cell proliferation and initiate osteogenic differentiation.

What is yet unknown is if there is a mechanism by which the cellular environment in the injury site senses the total number of OPCs available for differentiation. If such sensor exists, then the proliferative response period, required to establish a certain number of OPCs, would be unique for each injury site, rather than being defined by a molecular clock mechanism that switches off proliferation at an exact time after injury. Possible mechanisms by which OPC density could be detected is through cell–cell interaction, possibly between OPCs themselves or other surrounding cell types within the microenvironment of the early fracture callus. Another potential mechanism could be based on a growth factor gradient, similar to morphogens during development, which would instruct effector cells to switch from proliferation to differentiation. Wnt signaling is known to exert its effect through generation of a spatial gradient, and thus would be a prime candidate as a molecular switch regulating proliferation and differentiation. Future research will focus on identifying Wnt secreting cells within the injury site and testing whether their presence and spatial distribution is responsible for the increased Wnt activity around day 7 in the skeletal injury site, and if this signal activity is the molecular switch governing proliferative arrest and initiation of differentiation.

Antagonistic cross talk between the Notch and Wnt signaling pathways is not without precedent. Regulation of proliferation and differentiation during homeostasis and regeneration in the liver^49,50^ and intestine^51,52^ is controlled by the balance of these two pathways. In the zebrafish heart, Notch signaling is responsible for cardiomyocyte proliferation after injury, and artificial Wnt activation suppresses this Notch-related proliferative response to injury^34^. Our data now add to this in the biological context of skeletal regeneration where we propose that opposing Wnt and Notch signals regulate progenitor cell proliferation and subsequent differentiation into bone forming osteoblasts. Chen et al. previously demonstrated that β-catenin dependent Wnt signaling exerts disparate effects on mesenchymal cells and committed osteoblasts with an increase in TCF-dependent transcriptional activity during the initial phase of differentiation^39^. These data confirm our temporal expression analysis of Wnt responsiveness as well as corroborate the functional importance of Wnt signaling as the initiating activator of differentiation.

Our selection of the monocortical defect model to study the cellular and molecular events that regulate the transition from proliferation to differentiation was based on our experience that the temporal and spatial organization of the healing response is fairly organized and chronologic in this model, which could be considered a strength of this approach. However, results obtained from this study have to be evaluated under the assumption that this well-organized healing response of the monocortical defect model does not reflect the rather heterogenous environment of a fracture site, which usually heals through a mix of intramembranous and endochondral ossification. In particular, during endochondral ossification, Wnt and Notch signaling may play a different role than what was observed in this study, and most likely BMP signaling will play a more dominant role in the initiation of chondrogenic differentiation during the soft callus phase^53^. Our data presented herein, aim to elucidate the role of Notch and Wnt signaling during intramembranous ossification, and as such cannot be extrapolated to endochondral ossification. Yet, this approach may serve as a roadmap to study equal contributions of the signaling pathways during endochondral ossification.

In summary, we identified a molecular switch responsible for the transition of progenitor cell proliferation to differentiation during bone regeneration. These results will provide opportunities for potential translational approaches aimed at controlling proliferation and differentiation during fracture healing. If we could control the proliferative activity of OPCs after fracture, then we would be able to artificially expand the progenitor pool to a number necessary and sufficient to allow for successful bone healing. While Notch and Wnt signaling have been intensively studied individually, this paper is the first that links their function during tissue regeneration.

## Methods

### Animals

C57BL/6 mice (Jax no. 000664), B6.129(Cg)-*Axin2*^*tm1(cre/ERT2)Rnu*^/J (Axin2-creERT2, Jax no. 018867), *Gt(ROSA)26Sor*^*tm1.1(CAG-EGFP)Fsh*^/Mmjax (R26RGFP, Jax no. 32037-JAX), 129S-*Wls*^*tm1.1Lan*^/J (Wls^fl/fl^, Jax no. 012888), and B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J (tdTomato, Jax no. 007914) were purchased from Jackson Laboratory (Bar Harbor, ME). Floxed RBP-J mice (Rbpj^fl/fl^, RBRC No. RBRC01071)^36^ were purchased from Riken BioResource Center (Ibaraki, Japan). Osx-creERT2 mice were received from Dr. H. M. Kronenberg, Massachusetts General Hospital. To induce recombination in transgenic cre-ERT2 mice, tamoxifen (Sigma-Aldrich, St. Louis, MO, USA) was administered intraperitoneally either 1 mg/day for 7 consecutive days or single dose of 4 mg/day 1 day before euthanasia. Mice were maintained on a 12-h light/dark cycle with food and water provided ad libitum.

### Mono-cortical defects

All procedures followed protocols approved by the NYU Robert I. Grossman School of Medicine Committee on Animal Research. Mice were anaesthetized with an 1–4% Isoflurane inhalation. A 4-mm incision was made over the proximal anteromedial tibia, and the tibial surface was exposed while carefully preserving the periosteum. A 1.0-mm hole was drilled through the anterior cortex with a high-speed dental drill (10,000 rpm). Incisions were closed with 7–0 Vicryl sutures. Before and after surgery, mice received subcutaneous injections of buprenorphine for analgesia and were allowed to ambulate freely. Mice were euthanized at indicated days after surgery.

### Histology

After dissection, specimens were immediately fixed in 4% paraformaldehyde overnight at 4 °C and then decalcified in 19% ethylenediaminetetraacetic acid (EDTA) at 4 °C. Specimens were either paraffin embedded and cut into 10-μm-thick sections, or cryo embedded in a gelatin-based solution as described and cut into 50-μm-thick sections^54^. Pentachrome staining was performed on paraffin sections to identify osseous tissue as previously described^55^. Histochemistry for alkaline phosphatase (ALP) was conducted with BM Purple substrate (Roche, Indianapolis, IN, USA) according to the manufacturer’s instructions. Immunostaining was performed using Pcna (Cell Signaling Technology, #13110S, dilution 1:200, Danvers, MA, USA), Hey1 (Abcam, ab22614, dilution 1:100, Cambridge, MA, USA), Osterix (Abcam, ab22552, dilution 1:150), and cleaved N-terminus Notch2 (NICD2) (Millipore, 07-1234, Burlington, MA, USA). Sections were examined and photographed using a Leica digital imaging system (Leica, Wetzlar) or a Zeiss LSM 710 laser scanning confocal and multiphoton microscope (Carl Zeiss AG, Oberkochen, Germany).

Immunofluorescence staining was also performed in bone marrow cells cultured in chamber slides (Thermo Fisher Scientific, Waltham, MA, USA) using Hey1 (Abcam, dilution 1:200) and β-catenin (Abcam, ab32572, dilution 1:200).β-catenin positive nuclei were counted by imageJ software (US National Institutes of Health, Bethesda, MD, USA).

### μCT analyses

Samples were scanned using a high-resolution Skyscan μCT system (SkyScan 1172, Bruker, Billerica, MA). Images were acquired at 9 μm isotropic resolution using a 10MP digital detector,

About 10 W energy (100 kV and 100 A), and a 0.5 mm aluminum filter with a 9.7 μm image voxel size. A fixed global threshold method was used based on the manufacturer’s recommendations and preliminary studies, which showed that mineral variation between groups was not high enough to warrant adaptive thresholding. The following parameters were analyzed: total BV, total tissue volume (TV), respective mineralized volume fraction (BV/TV), following the guidelines described by Bouxsein et al.^56^. The volume of interest (VOI) included a region of the proximal tibia with the defect centered, including 1 mm proximal and distal to the injury site in order to capture periosteal callus formation outside of the 1 mm defect. The VOI was contoured to capture the entire callus region and total volume (TV) represents the entire callus volume within the above mentioned VOI.

### Isolation of skeletal progenitor cells from callus

Tibiae were harvested as previously described^57^. A 5 mm section including the injury site was excised and cells were isolated by mechanical and chemical digestion^27^. Briefly, each sample was crushed using mortar and pestle and subjected to enzymatic digestion with 0.2% collagenase at 37 °C under agitation. Cells were filtered through a 70-μm strainer, pelleted at 300 rcf at 4 °C. Red blood cells were lysed using NH_4_Cl (StemCell Technologies, Vancouver, Canada), washed with staining media (HBSS (Thermo Fisher Scientific) containing 2% FBS (Thermo Fisher Scientific), 1% HEPES (10 mM) (Thermo Fisher Scientific), and 1% penicillin-streptomycin (Thermo Fisher Scientific)) and pelleted.

### Flow cytometry

Dissociated cell samples were stained with antibodies against CD45, Ter119, Tie2, CD51, CD105, 6C3, CD90, and Notch receptors 1–4 and sorted by flow cytometry (Beckman-Coulter Moflo XDP, Brea, CA, USA; FACSAria^TM^ II, BD Biosciences, San Jose, CA, USA). CD45^−^Ter119^−^Tie2^−^CD51^+^CD90^−^6C3^−^CD105^+^ cells were identified as BCSPs^27–29^. All used antibodies for flow cytometry are listed in Table 1.

**Table 1:** Antibodies for flow cytometry.

Antibody	Company	Dilution
CD45-PE	Miltenyi Biotec	1:200
Ter119-PE	Miltenyi Biotec	1:200
Tie2-PE	Thermo Fisher Scientific	1:200
CD51-Biotin	Thermo Fisher Scientific	1:200
CD105-PE-Cy7	Thermo Fisher Scientific	1:200
6C3-PerCP-eFluor710	Thermo Fisher Scientific	1:200
6C3-PE	Thermo Fisher Scientific	1:200
CD90-FITC	Thermo Fisher Scientific	1:200
CD90-PE	Thermo Fisher Scientific	1:200
Streptavidin-APC	Thermo Fisher Scientific	1:200
Streptavidin-FITC	Thermo Fisher Scientific	1:200
Notch1-APC	Biolegend	1:200
Notch2-APC	Biolegend	1:200
Notch3-APC	Thermo Fisher Scientific	1:200
Notch4-APC	Biolegend	1:200
DAPI	Thermo Fisher Scientific	1:1000

### Isolation and culture of OPCs

For the in vitro experiments, tibial and femoral bone marrow cells were isolated by centrifugation from untreated 12-week-old C57BL/6 mice^58^. Cells were resuspended in growth media (DMEM (Thermo Fisher Scientific) containing 10% FBS and 1% penicillin-streptomycin) and then plated in 75-ml tissue culture flasks. The cells were trypsinized, seeded, and treated with Wnt3a 100 ng/ml (R&D, Minneapolis, MN, USA) or Dkk1 100 ng/ml (R&D) for 48 h. All cellular assays described below were performed at passage 1 from at least three different mice in three technical replicates.

### Proliferation assay

Cells were seeded in 96-well plates at a density of 2 × 10^4^ cells per well. BrdU assay (Abcam, Cambridge, UK) was performed according to the manufacturer’s instruction. Wells were read on a Flex Station 3 microplate reader (Molecular Devices, Sunnyvale, CA, USA) at 450 nm. Data were collected with Soft Max Pro (Molecular Devices) software. Means and standard error mean (SEM) were calculated in GraphPad Prism 8 software (GraphPad Software, Inc., La Jolla, CA, USA).

### RNA isolation and quantitative real-time PCR

RNA was isolated from either cells or callus using RNeasy Kit (Qiagen, Germantown, MD, USA) according to the manufacturer’s instruction. cDNA was synthesized using iScript^TM^ cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Quantitative real-time PCR was carried out using the Applied Biosystems Step One Plus detection system (Thermo Fisher Scientific) and RT2 SYBR Green ROX PCR Master Mix (Qiagen). Specific primers were designed using GETPrime 2.0^59^. Results are presented as 2^–ΔΔCt^ values normalized to the expression of 18 S. Means and SEMs were calculated in GraphPad Prism 8 software (Table 2).

**Table 2:** PCR primers.

Primer Name	Sequence (5′-3′)
18 S FOR	ACGAGACTCTGGCATGCTAACTAGT
18 S REV	CGCCACTTGTCCCTCTAAGAA
Hes1 FOR	TGCCAGCTGATATAATGGAG
Hes1 REV	CTTTGATGACTTTCTGTGCTC
Hes5 FOR	CGCATCAACAGCAGCATAGAG
Hes5 REV	TGGAAGTGGTAAAGCAGCTTC
Hey1 FOR	ACTACAGCTCCTCAGATAGTG
Hey1 REV	AACTCAAGTTTCCATTCTCGTC
Hey2 FOR	AGGGGGTAAAGGCTACTTTGA
Hey2 REV	TGGCGCAAGTGCTGAGATG
Axin2 FOR	CCTGGCTCCAGAAGATCAC
Axin2 REV	TAGGTGACAACCAGCTCAC
Pcna FOR	TGGAATCCCAGAACAGGAG
Pcna REV	TCAGAGCAAACGTTAGGTG
Col1a1 FOR	CAGTCGATTCACCTACAGCACG
Col1a1 REV	GGGATGGAGGGAGTTTACACG

All primers were purchased from Integrated DNA Technologies.

### RNAseq analysis

Libraries were sequenced on an Illumina HiSeq2500 sequencer. Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The sequencing reads were aligned to the mouse genome (build mm10/GRCm38) using the splice-aware STAR aligner [http://www.ncbi.nlm.nih.gov/pubmed/23104886]. The featureCounts program [https://www.ncbi.nlm.nih.gov/pubmed/24227677] was utilized to generate counts for each gene based on how many aligned reads overlap its exons. These counts were then normalized and used to test for differential expression using negative binomial generalized linear models implemented by the DESeq2 R package [http://www.ncbi.nlm.nih.gov/pubmed/25516281].

### Adenovirus-mediated inhibition of Wnt signaling

Adenovirus expressing mouse *Dkk1* and CMV-*Null* (control) were purchased from Vector Biolabs (Malvern, PA, USA). Amplified adenovirus was purified using Adeno-X^TM^ Maxi Purification Kit and titered using Adeno-X^TM^ Rapid Titer Kit according to the manufacturer’s instruction (Takara Bio USA, Mountain View, CA, USA). Wnt inhibition was achieved locally by adsorbing 10^6^ ifu of adenovirus into 2 × 2 × 2-mm collagen sponge (DSI LTD, Azriqam settlement, Israel) and inserting the sponge under a muscle flap over the tibial defect site.

### Statistical analysis

A priori power analysis to obtain statistical significance (*p* = 0.05, power 80%) resulted in an *n* of 4 for each group, expecting a 25% difference between the groups. All cell culture-based assays were repeated at least three times and representative results were shown.

Prism 8 (GraphPad Software, Inc.) was used for statistical computations. A student’s *t*-test was used for all comparisons in which there were two groups; ANOVA analyses followed by the Holms–Sidak correction for post hoc testing was applied for analyses in which there were two or more comparisons being made. Error bars represent SEMs. *P* < 0.05 was considered to be statistically significant. An asterisk symbol (*) denotes a *p* value < 0.05, unless denoted otherwise in figure legend.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA sequencing data are deposited in GEO (GSE173371).

# Supplementary material for: Notch-Wnt signal crosstalk regulates proliferation and differentiation of osteoprogenitor cells during intramembranous bone healing
**Source:** NPJ Regen Med. 2021 May 28;6:29. doi: 10.1038/s41536-021-00139-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figure 1

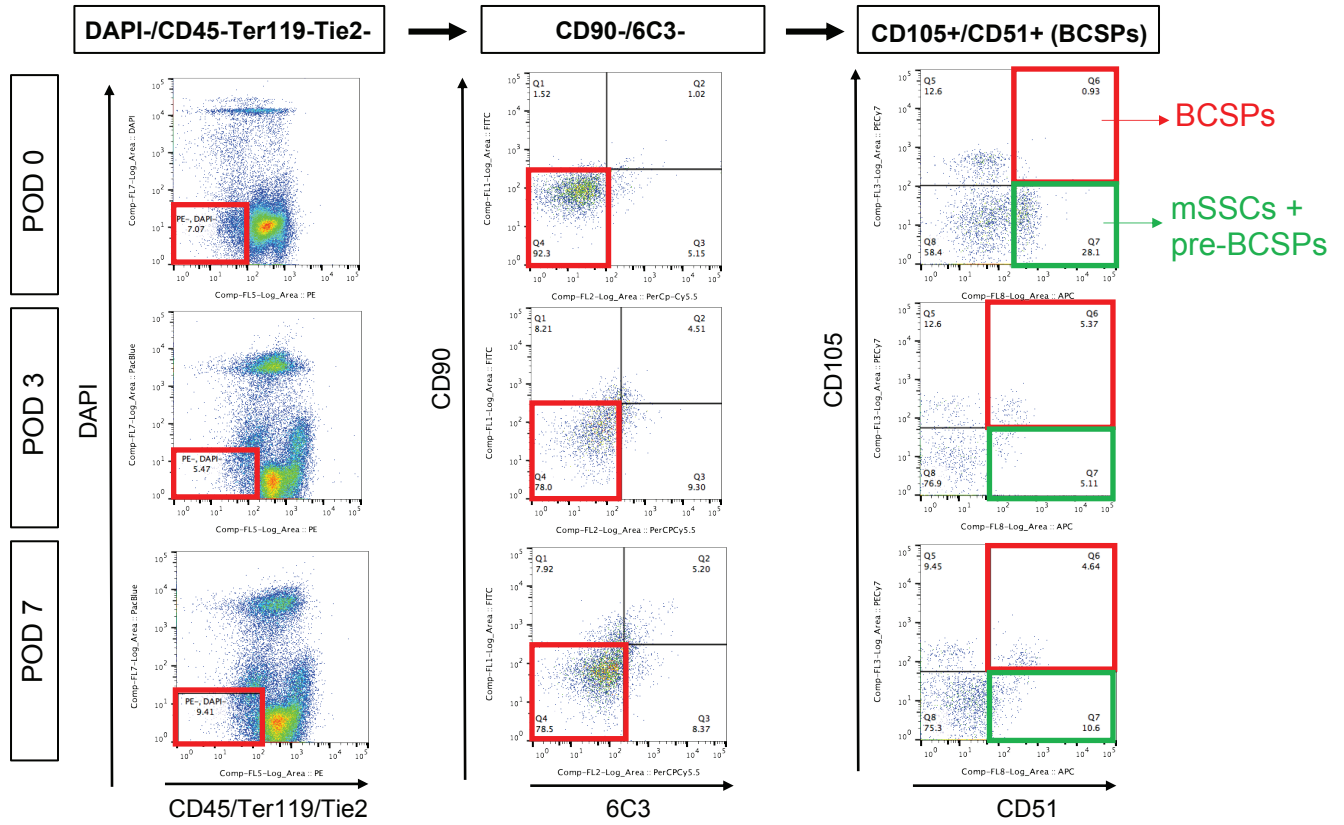

Supplementary Figure 1. Gating strategy for SSC and BCSP analyses. Frequency of SSCs and BCSPs was analyzed at the indicated post-operative day using this gating strategy in figures 1-3.

Supplemental Figure 2

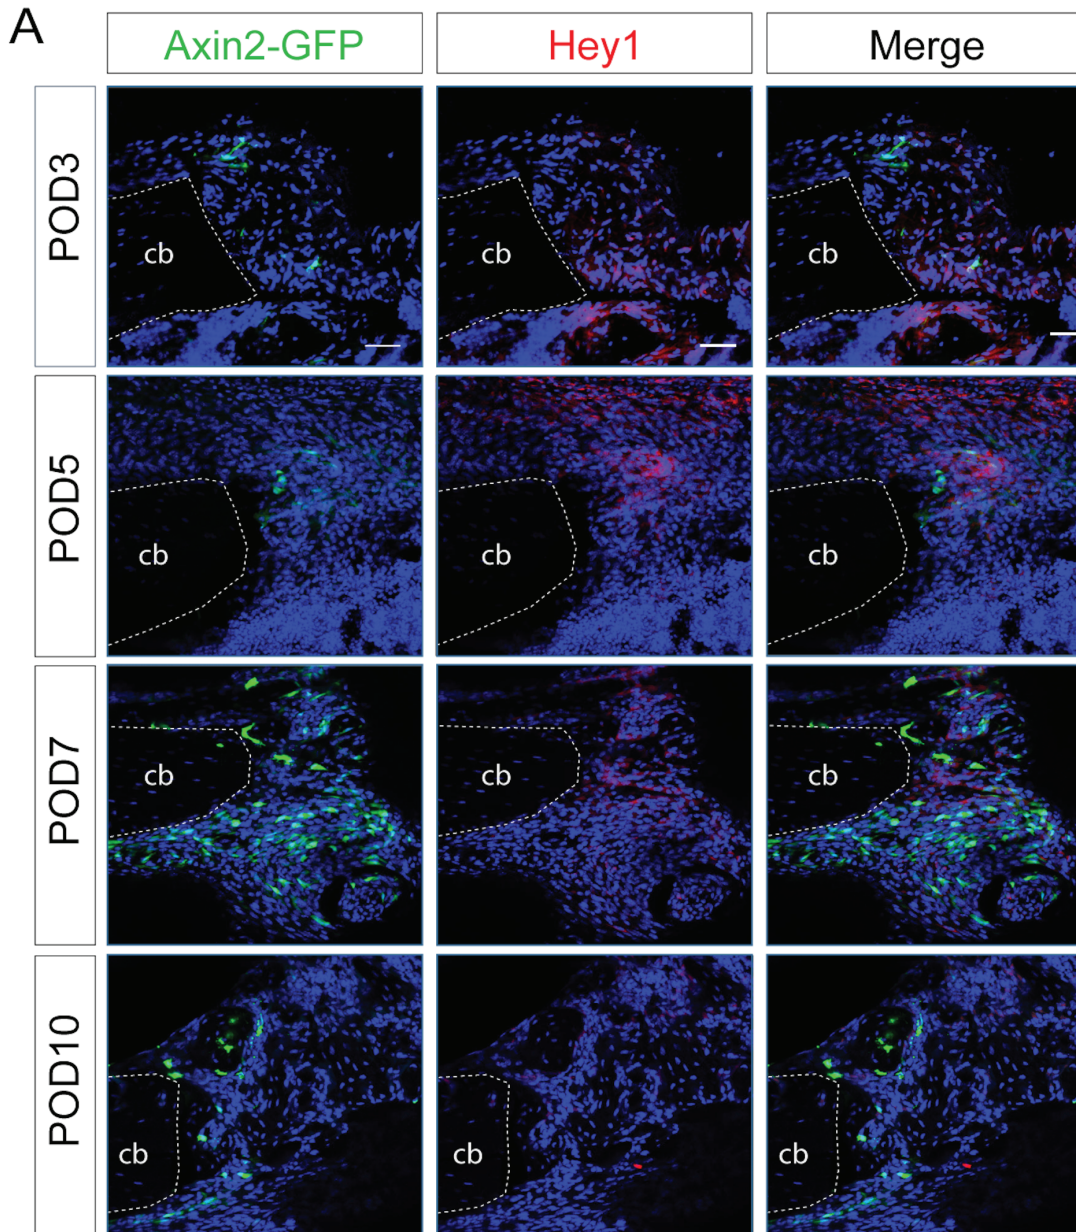

Supplementary Figure 2. Temporospatial Notch and Wnt downstream target activity.

(A) Immunofluorescence of tibial defect injury sites at POD 3-10 demonstrating Notch downstream target Hey1 expression during the early proliferative phase of repair, while the Wnt downstream target Axin2 is expressed during the later differentiation phase (n=4).

Supplemental Figure 3

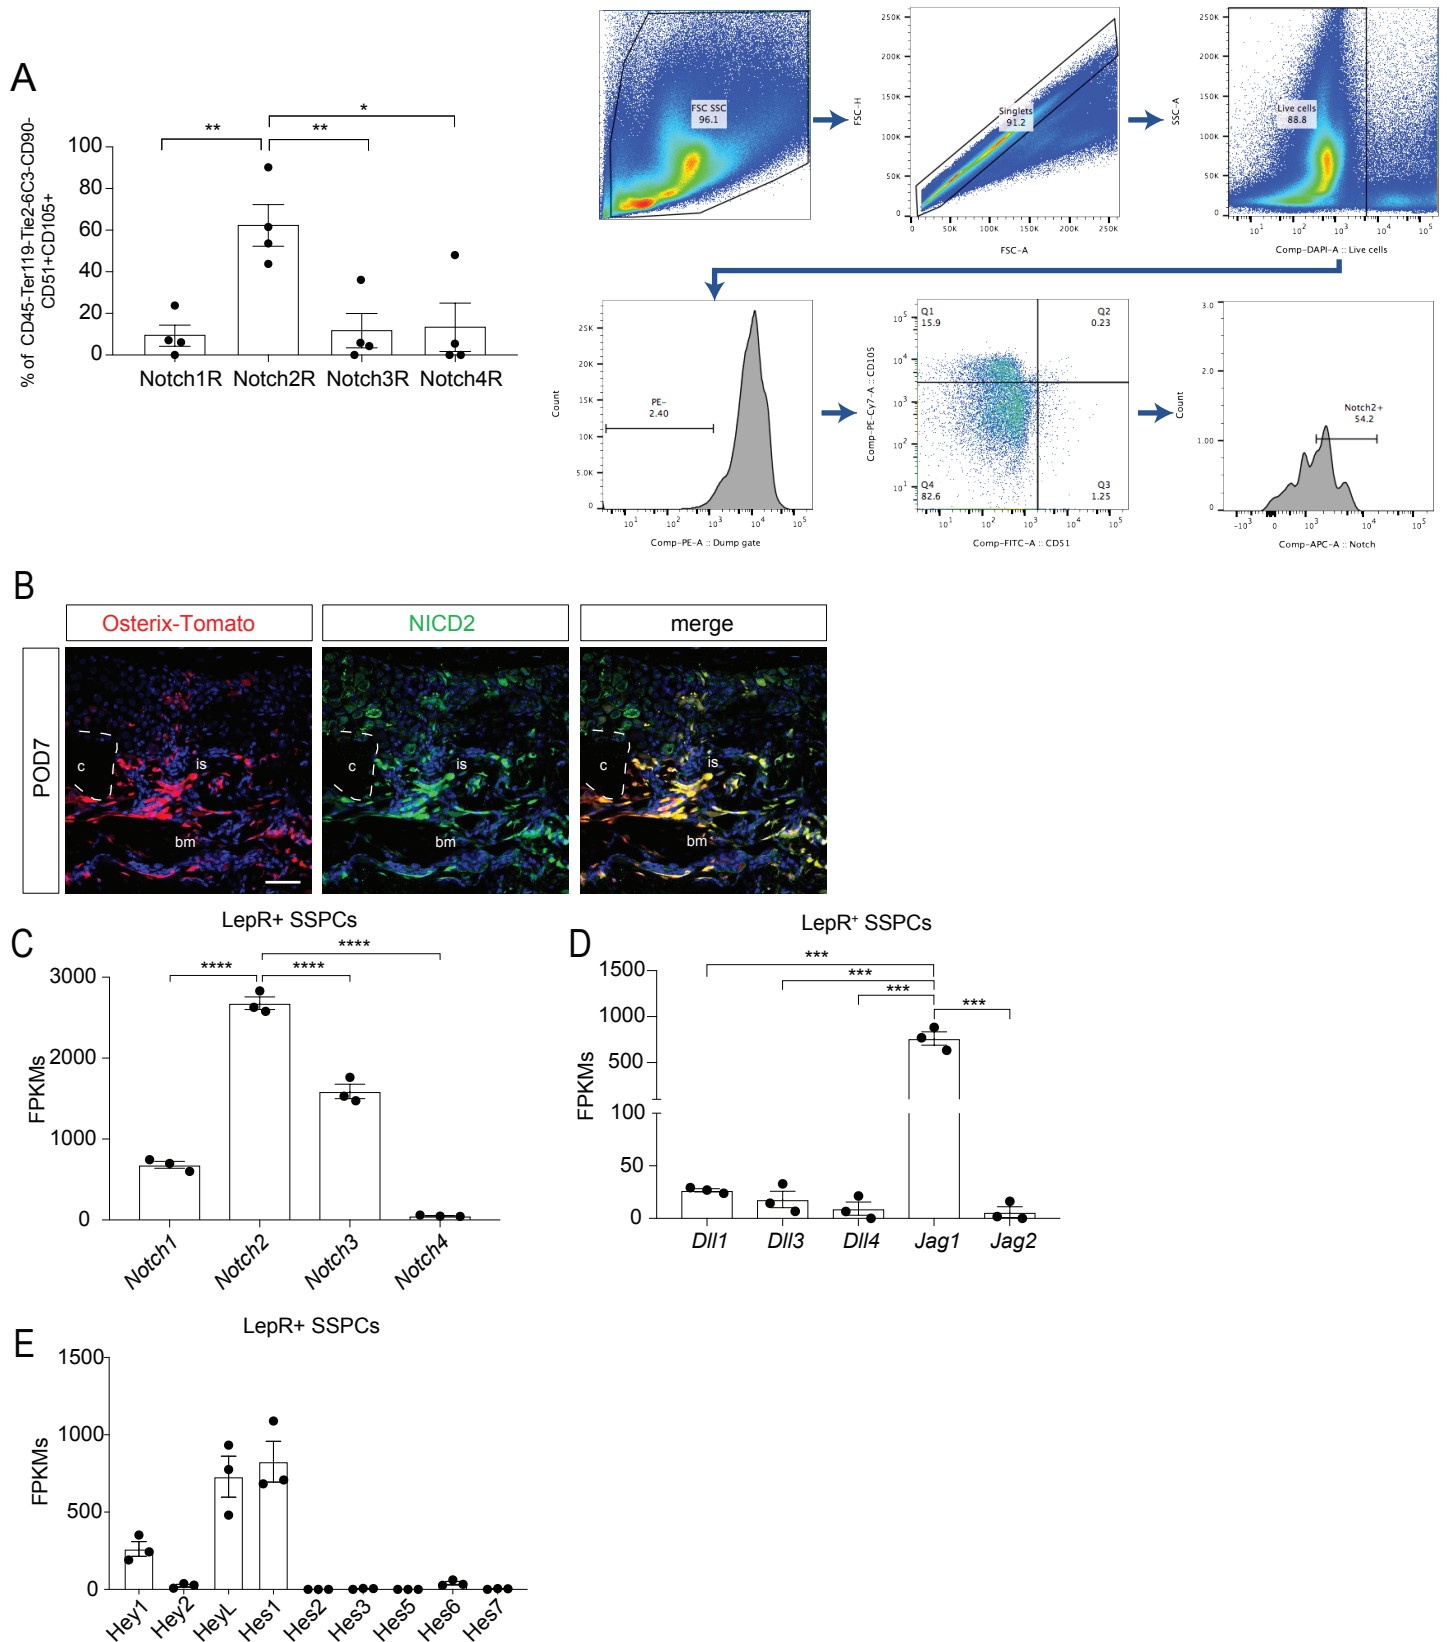

Supplemental Figure 3. Notch 2 receptors are the most abundant in osteoprogenitor cells among Notch receptors. **(A)** Frequency of Notch 1-4 receptors in BCSPs were analyzed by flow cytometry (representative gating strategy). **(B)** Immunofluorescence staining of activated Notch 2 receptor and Osterix-lineage cells at day 7 after tibial defects. **(C)** RNAseq analysis of LepR⁺ skeletal stem and progenitor cells showing expression of Notch 1-4 **(D)** Notch ligand expression, and **(E)** Notch downstream targets. Scale bar = 50 μ m. Abbr.: c, cortical bone; is, injury site; bm, bone marrow; POD, post-operative day. Data are represented as mean $\pm$ s.e.m.

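Hes1 and Heyl, which encode transcriptional repressors of the Notch pathway, had the most counts among the Notch targets of panel E, followed by Hey1. Hes1 had 826 ± 228 normalized counts in young (SD, n = 3 libraries), 462 ± 198 in middle-aged and 618 ± 190 in treated libraries. Heyl had 730 ± 230, 259 ± 210 and 761 ± 177 normalized counts, and Hey1 had 262 ± 81.8, 138 ± 84.7 and 239 ± 50.9. Hey2 and Hes6 were low, with means of 24.6 and 40.7 normalized counts in young, 32.7 and 46.2 in middle-aged and 15.7 and 32.8 in treated libraries.
Hes1 exceeded Hey1 by 1.61 on the log2 scale (SD 0.48), or 3.06-fold, in 9 of 9 libraries (exact two-sided sign-flip permutation test, p = 0.00391; adjusted p = 0.00488). Hes1 and Heyl could not be ordered by their counts, with a mean log2 ratio of 0.46 (SD 1.39, but 0.06 without middle-aged replicate 3) and Hes1 higher in 5 of 9 libraries (exact sign-flip permutation test, p = 0.414; adjusted p = 0.414). Heyl exceeded Hey1 by 1.15 on the log2 scale (SD 1.31) in 8 of 9 libraries (exact sign-flip permutation test, p = 0.0430; adjusted p = 0.0477), and the exception was middle-aged replicate 3, where Heyl had 24.8 normalized counts and antibody genes took 32.6% of the reads. This order of Heyl over Hey1 did not hold up to the omission of single libraries, since it no longer passed the test when any 1 of the 8 other libraries was left out (adjusted p = 0.0694 to 0.0955 from the exact sign-flip permutation test).
Gene length changed these orders. Hes1 has the shortest transcript of the 3 genes and Heyl the longest, and with values divided by the length of the longest transcript, Hes1 exceeded Heyl by 2.09 on the log2 scale, while the ratio of Heyl to Hey1 was 0.24 and no longer passed the test. Of Hes2 and Hes5, no read was found in the young libraries, where 3 reads, the limit that a count of 0 allows, correspond to 1.79 to 3.37 normalized counts per library. Hes5 had 19 reads over the middle-aged and 1 over the treated libraries, and Hes2 had 0 and 2. Hes3 had 16, 2 and 9 reads and Hes7 had 12, 0 and 2 reads over the young, middle-aged and treated libraries. These limits cover counting error only.

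**Figure D3:**
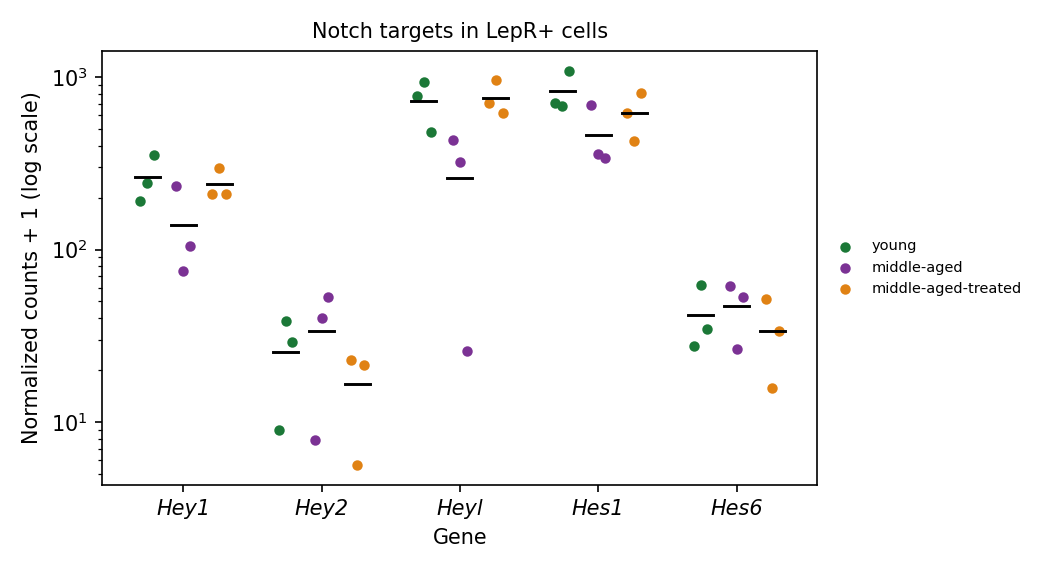
Normalized counts plus 1 (log scale) of Notch targets in LepR+ cells, by condition. Each point is a library and each bar the mean of 3 libraries; Hes1 lay between 338 and 1089 normalized counts, above Hey1 in every library.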

# Supplementary material for: Notch-Wnt signal crosstalk regulates proliferation and differentiation of osteoprogenitor cells during intramembranous bone healing
**Source:** NPJ Regen Med. 2021 May 28;6:29. doi: 10.1038/s41536-021-00139-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Not relevant for this publication

Data analysis Not relevant for this publication

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A priori power analysis to obtain statistical significance ( $p=0.05$ , power 80%) resulted in an $n$ of 4 for each group, expecting a 25% difference between the groups. All cell culture-based assays were repeated at least three times and representative results were shown. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                             |
| Replication     | Experimental replication was performed as stated in the manuscript text.                                                                                                                                                                                                          |
| Randomization   | Animals were randomized to treatment groups.                                                                                                                                                                                                                                      |
| Blinding        | All analysis were performed or confirmed by investigators blinded to the experimental conditions.                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Pcna (Cell Signaling Technology, #131105, dilution 1:200, Danvers, MA, USA), Hey1 (Abcam, ab22614, dilution 1:100, Cambridge, MA, USA), Osterix (Abcam, ab22552, dilution 1:150), and cleaved N-terminus Notch2 (NICD2) (Millipore, 07-1234, Burlington, MA, USA). |
| Validation      | Commercial antibodies which are validated by referenced publications on the manufacturer's website and in several independent publications.                                                                                                                        |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice (Jax no. 000664), B6.129(Cg)-Axin2tm1(cre/ERT2)Rnu/J (Axin2-creERT2, Jax no. 018867), Gt(ROSA)26Sortm1.1(CAG-EGFP)Fsh/Mmjax (R26RGFP, Jax no. 32037-JAX), 129S-Wlstm1.1Lan/J (Wlsfl/fl, Jax no. 012888), and B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (tdTomato, Jax no. 007914) were purchased from Jackson Laboratory (Bar Harbor, ME). Floxed RBP-J mice (Rbpjfl/fl, RBRC No. RBRC01071)36 were purchased from Riken BioResource Center (Ibaraki, Japan). Osx-creERT2 mice were received from Dr. H. M. Kronenberg, Massachusetts General Hospital. |
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                   |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Dissociated cell samples were stained with antibodies against CD45, Ter119, Tie2, CD51, CD105, 6C3, CD90 and Notch receptors 1-4. |
| Instrument                | Beckman-Coulter Moflo XDP, Brea, CA, USA; FACSARIA™ II, BD Biosciences, San Jose, CA, USA                                         |
| Software                  | FlowJo                                                                                                                            |
| Cell population abundance | see suppl. fig                                                                                                                    |
| Gating strategy           | see suppl. fig                                                                                                                    |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

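The RNAseq data come from LepR+ cells sorted from the non-hematopoietic fraction of digested mouse tibiae and femurs. There were 9 libraries, 3 from young mice (12 weeks), 3 from middle-aged mice (52 weeks) and 3 from middle-aged mice given sodium salicylate. The authors sequenced the libraries on a HiSeq 2500, converted the output to reads with bcl2fastq, aligned the reads with STAR to the mouse genome (mm10, GRCm38), counted reads per gene with featureCounts and normalized the counts with DESeq2. The text and labels used here give no version of these tools, no gene annotation and no strandedness for the counts. Which animals gave which replicate is not stated either.

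The signal values used here, as deposited by the authors, are counts normalized by the authors with DESeq2, for 52459 genes and with 2 decimals. They are reads divided by 1 size factor per library, without division by gene length and without a log. Reads per gene were recovered by multiplying each column by the factor that made its values whole, and between 99.995% and 100% of the values of a library were then whole within 0.1. The recovered size factors were 0.364 to 1.67. Gene positions and lengths were taken from GENCODE release M21 on GRCm38, where 48001 symbols (91.5%) matched exactly 1 gene. All 9 columns were mapped to a condition from the labels and no gene was left out of the library totals.

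The depth was 9902613 to 20746804 reads per library, and 16178 to 22540 genes had a read. The limit that a count of 0 allows was taken as 3 reads, 1.79 to 8.25 normalized counts, depending on the library. It replaced 0 only in an alternative for the ratios of genes and for Col9a1 in the medians of its lists. All other values of genes with no read were left at 0. Pairs of genes were compared within a library as the mean log2 ratio with a pseudocount of 1, with genes without a read left at 0, and tested with an exact two-sided sign-flip permutation test over 9 libraries, adjusted over 10 pairs.

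Conditions were compared with limma 3.58.1 in R 4.3.3, on log2 of the normalized count plus 1, with the empirical Bayes trend on the mean, over 14998 genes with a mean of at least 10 normalized counts. All 9 libraries shared 1 estimate of the spread, and genes were called at an adjusted p under 0.05. Because the values had been normalized, a test for raw counts was not the main test. The difference among the 3 conditions was tested with limma's moderated F test. Gene lists were chosen for Notch and Wnt signaling, cell division, bone, fat and cartilage formation, the stromal niche, inflammation, stress, matrix and mitochondria, with markers of the other cell types that digested bone could hold. They were tested with camera at a correlation of 0.01 between genes and adjusted over all lists of at least 3 tested genes. Named genes were those of Supplementary Fig. 3C to E, other genes the paper measures or manipulates, the 10 largest and 10 smallest changes per comparison among called genes whose conditions did not overlap and whose higher mean was at least 50, up to 4 genes per list with a called member, and the 10 most abundant genes. These lists, tests and rules were set before the data were examined, except that 1 gene of the osteogenic list was taken out of it afterwards and is not analysed here as a list member or named gene.

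The alternatives were a pseudocount of 0.5 or 5, a mean of at least 50 or no filter, scaling by TMM factors, by the total or by the upper quartile, empirical Bayes moderation without the trend or made robust, a block for replicate number, fits of 2 conditions alone, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, division by transcript length, an estimated correlation between the genes of a list, and leaving out each library in turn. Scaling by the LepR+ stromal niche genes, leaving out antibody genes, setting genes with no read to 3 reads in the ratios of genes and leaving out middle-aged replicate 3 together with edgeR or niche scaling were added after seeing the data. The pipeline was tested on simulated data with 100 genes changed 4-fold and 100 changed 16-fold. With dispersions as in these libraries, limma called 53% of the 4-fold and 94% of the 16-fold changes and 8 unchanged genes of 14534 genes tested. The simulated genes varied independently, with 1 dispersion per gene for all conditions and no library apart from the others. The 8 false calls therefore do not give the number of false calls in the real comparisons. Other software was Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.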

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

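Of the tests of explanations reported here, only the limit of 1.1 for the thinning of libraries to a common depth was set before its result was seen; its repetition 20 times was chosen after a single thinning had been seen, and the others, including the splits of the libraries, were chosen only after the result was seen.

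The paper does not report comparisons between the ages or the treatment of LepR+ cells, and each count here stands out because it comes from such a comparison. Between middle-aged and young libraries, limma called 321 genes higher and 131 lower of 14998, and 27.5% of genes did not overlap between the conditions, against 10% by chance. These were 875 and 1251 without middle-aged replicate 1, and 920 and 18 after scaling by the niche genes, added after seeing the data. Between treated middle-aged and young libraries, 31 genes were higher and none was lower. EdgeR on all libraries also called none lower (2 higher), but DESeq2 called 260 higher and 39 lower. Higher and lower genes were 136 and 80 in a fit of these 2 conditions alone and 263 and 116 without middle-aged replicate 3. In the main fit, antibody genes made up 43 of the genes higher in middle-aged and 20 of those higher in treated libraries, each against young, of 175 tested. Ighm, the heavy chain of IgM, had 13592 ± 8699 normalized counts in young, 1711902 ± 1891516 in middle-aged and 199609 ± 203604 in treated libraries (SD, n = 3 libraries). The total of 452 for middle-aged against young changed by over 1.5 times when any of the 9 libraries was left out. It was 45, 44 and 60 without young replicate 1, 2 or 3, 2126, 28 and 822 without middle-aged replicate 1, 2 or 3, and 159, 171 and 299 without treated replicate 1, 2 or 3. The total of 31 for treated against young was 10, 4 and 12 without young replicate 1, 2 or 3, 18 and 379 without middle-aged replicate 2 or 3, and 7, 10 and 17 without treated replicate 1, 2 or 3, and it was 0 when antibody genes were left out. Other splits of the libraries are too few for a share under 0.05 here. The real splits gave 452 and 31 genes and the highest of the other splits 0 in both comparisons, each the largest (1) of 10 splits.

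The markers that all leukocytes share were higher in middle-aged than in young libraries for 7 of 7 genes tested (7 adjusted over the list alone), among them Lcp1, an actin-bundling protein (1232 normalized counts in young and 5215 in middle-aged libraries), and the GTPase Rac2 of blood cells, by 2.01 on the log2 scale (standard error 0.29, adjusted p = 0.0140 from limma). Of the neutrophil markers 8 of 10 were higher (10 adjusted over the list alone), among them Mpo, the myeloperoxidase of granules, with 1260 and 7566. Of the monocyte and macrophage markers 5 of 10 were higher (8 adjusted over the list alone), among them the mannose receptor Mrc1, by 2.50 on the log2 scale (standard error 0.43, adjusted p = 0.0184 from limma). The calls of Mpo and Mrc1 ended without young replicate 1 or 2 or middle-aged replicate 2 (adjusted p = 0.00224 to 0.0640 for Mpo and 0.00850 to 0.0800 for Mrc1 over the libraries left out). With an estimated correlation the list tests gave adjusted p = 0.248, 0.248 and 0.167. RNA of blood-forming cells in the sorted fraction is a candidate explanation that stays open. The 7 higher pan-leukocyte markers are the pattern itself and do not test it. The sort took the non-hematopoietic fraction, so that cells of that kind should have been removed. Antibody genes, which B lineage cells express, still took 3.25% to 32.6% of the reads in middle-aged and 0.107% to 0.479% in young libraries. The leukocyte markers and the stromal niche genes moved apart by 3.07 on the log2 scale in the same libraries. The factor by which each library was scaled moves all genes alike and cannot account for this gap. How much of the gap is a rise of the leukocyte markers and how much a fall of the niche genes does depend on that factor. Age itself remains open and was not tested, and it cannot be separated from the share of other cells in these libraries.

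Middle-aged replicate 3 lay apart from the other libraries, with antibody genes at 32.6% of its reads, a size factor of 0.364, a read in 16178 genes and 11 of 11 mitochondrially encoded genes above the other middle-aged replicates, by a median of 1.14 on the log2 scale. That median depends on the size factor. Normalized counts totalled 27239985 in replicate 3, against 12970799 and 15834615 in replicates 1 and 2. Mitochondrial ribosomal RNA took 35.1% of the reads in replicate 3, against 37.6% and 33.9%. The lower depth of replicate 3 was tested by thinning each other library 20 times to the 3199465 reads that it had outside antibody genes and mitochondrial ribosomal RNA. The closest library, middle-aged replicate 2, then had a read in 17853 genes against 15977, which is 1.12 times as many, just over the limit of 1.1, so depth accounts for part of the gap and not all of it. Transcripts of B lineage cells were more abundant in it than in middle-aged replicates 1 and 2, where antibody genes took 3.25% and 16.5% of the reads. Its B cell markers exceeded those of these replicates by a median of 2.37 on the log2 scale (8 of 9 genes above 0), and its niche genes were at -1.80. More RNA of blood-forming cells in general could not be decided, since its pan-leukocyte markers exceeded theirs by a median of only 0.38. The medians of these lists also depend on the size factor, while the gaps between the lists hardly do. RNA quality and biological variation between the samples were not tested.

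Of 11 chondrogenic genes, 4 were lower in middle-aged than in young libraries (7 adjusted over the list alone; median log2 fold change -3.61, also with Col9a1, which had no read in middle-aged libraries, set to the limit of 3 reads per library), with adjusted p = 0.377 for the list with an estimated correlation. They were the cartilage matrix genes Acan, with 303 ± 299 normalized counts in young and 9.53 ± 9.87 in middle-aged libraries, Col11a1, with 1703 ± 988 and 200 ± 159, Hapln1, with 1110 ± 1362 and 53.9 ± 37.2, and Matn3. Young replicate 2 had the most counts of all 4, with 639 of Acan, 2679 of Hapln1, 539 of Matn3 and 2765 of Col11a1, against 68.5 and 201 of Acan, 228 and 423 of Hapln1, 42.7 and 109 of Matn3 and 811 and 1534 of Col11a1 in the other young libraries. The call of Matn3 ended without any of the young replicates or without middle-aged replicate 2. The calls of Acan, Col11a1 and Hapln1 ended without any of the young or treated replicates or without middle-aged replicate 2 (adjusted p = 0.0134 to 0.172 for Acan from limma over the libraries left out). The median stayed at -2.35 after scaling by the niche genes, added after seeing the data. Dilution by other cells that lowered chondrogenic and niche genes alike would leave no such fall. The median was computed without an estimate of its spread, and young replicate 2 had the most counts of all 4 genes. Dilution of stromal RNA as the full explanation is therefore not excluded. A smaller share of cartilage-lineage cells may explain the lower chondrogenic genes, but the chondrocyte markers (median -4.55, or -4.01 with Col9a1 at its limit) would fall in the same way if expression per cell were lower, and these cannot be told apart. Age was not tested apart from these.

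Of 15 osteogenic genes, 3 were lower in middle-aged than in young libraries (12 adjusted over the list alone; median log2 fold change -1.70, adjusted p = 0.377 for the list with an estimated correlation), and they were Ibsp, Sparc and Dlx5, with Ibsp at 22807 ± 2550 and 5835 ± 3283 normalized counts. The calls of Ibsp, Sparc and Dlx5 ended without any of the young or treated replicates or without middle-aged replicate 2 (adjusted p = 0.000823 to 0.121 for Ibsp). After scaling by the niche genes, added after seeing the data, 0 of the 15 were lower and the median was -0.43. Leukocyte markers and antibody genes were higher in the same middle-aged libraries.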

How the results depend on the processing

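Scaling by the LepR+ stromal niche genes, leaving out antibody genes, setting genes with no read to 3 reads in the gene ratios and combining edgeR or niche scaling with the omission of middle-aged replicate 3 were chosen after seeing the data, and all other alternatives were planned.

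Of the 10 ratios between genes, those of Notch2 to the other receptors, Jag1 to the other ligands and Hes1 to Hey1 kept their direction in all settings run. Hes1 over Heyl rose to 1.79 and 2.09 and passed the test when values were divided by the union of exons or the longest transcript, and Heyl over Hey1 was 0.50 and 0.24 and did not; the lengths of the genes account for this. Leaving out 1 library at a time, Heyl over Hey1 ranged from 1.03 to 1.55 and no longer passed the test without any 1 of the 8 libraries other than middle-aged replicate 3, and Hes1 over Heyl was 0.06 without middle-aged replicate 3. Notch2 over Notch4 was 7.08 in middle-aged libraries alone. The order of the ligands below Dll1, which had few reads, was not tested.

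Numbers of called genes depended on the setting, in the order middle-aged over young (452), treated over young (31) and any of the 3 conditions (97), and the cause was not tested unless stated. They were 234, 16 and 51 with no filter on low values, 68, 18 and 19 with scaling to the same total, and 78, 19 and 39 with empirical Bayes moderation without the trend, where treated over middle-aged had 1. A block for replicate number gave 284 for middle-aged over young, where the samples are known to share only a number. With the mean of each condition taken out, libraries of the same number had correlations of -0.01 to 0.12, and those of other numbers -0.10 to 0.05. Since 7 of 9 libraries correlated best with their own number, a shared batch is not excluded. With edgeR, middle-aged over young had 343, treated over young 2 and any condition 3. With DESeq2 they were 1656, 299 and 978, and treated over middle-aged had 44. In fits of 2 conditions alone, middle-aged over young had 44 and treated over young 216. Niche scaling gave 938 and 14, leaving out antibody genes gave 0 for treated over young and 14 for any condition, edgeR without middle-aged replicate 3 gave 216 and 343 for these, and niche scaling without middle-aged replicate 3 gave 3297, 933 and 2213. Leaving out 1 library at a time gave 28 to 2126, 4 to 379 and 4 to 755. Of the called genes, 71.0% were higher in middle-aged than in young libraries, against 98.1% with niche scaling (97.0% also without middle-aged replicate 3), 88.2% with the same total, 83.8% with no filter, 85.6% with the block, 85.1% with edgeR, 60.9% with edgeR without middle-aged replicate 3, 95.5% in fits of 2 conditions alone and 41.2% to 95.0% when 1 library was left out. Scaling moved the median log2 fold change of all genes, middle-aged over young, to 1.21 with niche genes, -0.56 with the same total, -0.11 with TMM and -0.10 with the upper quartile.

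Of 65 calls of named genes, 65 were called with DESeq2, 39 with edgeR, 24 with the same total, 19 with no trend and 13 without young replicate 2. With niche scaling, Zfp423 changed sign to 0.065 for middle-aged over young. Among gene lists, 19, 16 and 16 passed camera for middle-aged over young, treated over middle-aged and treated over young, against 0, 0 and 1 with an estimated correlation, and those for treated over middle-aged ranged from 9 to 17 when 1 library was left out. The correlation of age and treatment changes was -0.77 with a mean of at least 50 and -0.79 with niche scaling, and -0.84 to -0.61 when 1 library was left out.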

Differences from the paper's values

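All alternatives named here were set before the data were examined; the levels in the figure were measured on its picture only after the values were known, which includes the choice of the young libraries as its closest match.

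Supplementary Fig. 3C to E gives the levels of 18 genes with an axis named FPKMs and names neither age nor treatment. Of 11 genes whose bars could be measured on the picture, the young libraries differed in 0, the treated libraries in 1 and the middle-aged libraries in 9, when the normalized counts were set beside the axis as they are and a gene was counted where the values lay apart by more than the SD of the 3 replicates and by over 1.5 times. Among the young libraries, Dll3 also differed without replicate 1 (10.6), Jag2 without replicate 2 (0.890) and Dll4 without replicate 3 (3.29), and 11 and 10 genes differed with values divided by the union of exons and the longest transcript. FPKM computed from the recovered reads of the young libraries gave 20.1 for Notch2 and 10.7 for Jag1, far below the scale of the axis. The young libraries are linked to the figure only by these values.

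For receptors, the paper's values were about 660 for Notch1, about 2700 for Notch2 and about 1600 for Notch3 in Supplementary Fig. 3C, measured on the picture, and the means of the middle-aged libraries were 422, 1780 and 716. For ligands, the paper's values were about 17 for Dll3, about 8.5 for Dll4 and about 750 for Jag1 in Supplementary Fig. 3D, measured on the picture, and the middle-aged means were 3.54, 3.83 and 384. For targets, the paper's values were about 250 for Hey1, about 720 for Heyl and about 820 for Hes1 in Supplementary Fig. 3E, measured on the picture, and the middle-aged means were 138, 259 and 462. Without middle-aged replicate 3, Notch2, Jag1 and Hey1 no longer differed, and without middle-aged replicate 2, Hey1 no longer differed; without middle-aged replicate 1 and with values divided by the union of exons or the longest transcript, all 9 still differed, and so did Jag2 without middle-aged replicate 1 and Dll1 and Jag2, hence 11 of 11, with both divisions by length. In treated libraries, Dll3 was at 5.54 against the paper's about 17 in Supplementary Fig. 3D, measured on the picture, and differed under every alternative, the omission of each treated replicate and both divisions by length included. Jag2 differed as well without treated replicate 1, Dll4 without treated replicate 2, and Dll1 and Hes1 without treated replicate 3, and with both divisions by length 11 of 11 treated values differed.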

Other observations

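The tests in this part on correlations and lists were planned; the scaling by niche genes, the omission of middle-aged replicate 3 and the splits of the libraries were chosen only after the result was seen.

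Genes of cell division were higher in middle-aged than in young libraries for 0 of 20 at the threshold over all genes, and for 12 adjusted over the list alone (median log2 fold change 1.09; adjusted p = 0.377 with an estimated correlation). Pcna, the sliding clamp of DNA replication, had 801 ± 177 normalized counts in young and 1324 ± 143 in middle-aged libraries (SD, n = 3 libraries). Genes of the LepR+ stromal niche went the other way in 17 of 18 (0 called, 14 lower adjusted over the list alone; median -1.33 and, after niche scaling, -0.05 by construction; adjusted p = 0.384 with an estimated correlation). Cxcl12, the chemokine that keeps blood stem cells in marrow, had 496853 ± 63809 normalized counts in young and 203878 ± 115916 in middle-aged libraries. Wnt antagonists were lower for 2 of 8 (3 adjusted over the list alone; median -1.32, and adjusted p = 0.377 with an estimated correlation), Wif1 and Sfrp4, both secreted inhibitors of Wnt. Sfrp4 had 17954 ± 559 normalized counts in young and 5489 ± 3378 in middle-aged libraries (log2 fold change -1.96, standard error 0.45, adjusted p = 0.0464 from limma), and after niche scaling 0 of the 8 were lower. Wnt5b was lower among 11 Wnt ligands and secretion genes (1 higher and 3 lower adjusted over the list alone, and adjusted p = 0.380 with an estimated correlation), and 0 of the 11 were lower after niche scaling, while 0 of 24 Wnt receptors and transducers (5 lower adjusted over the list alone, and adjusted p = 0.392) and 0 of 11 Wnt targets (0 adjusted over the list alone, and adjusted p = 0.426) passed. Leukocyte markers and antibody genes were higher in the same middle-aged libraries.

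Of the Notch lists, 0 of 4 receptors (3 lower adjusted over the list alone; median -1.06, but 0.21 after niche scaling; adjusted p = 0.377 with an estimated correlation), 0 of 2 ligands tested, 0 of 5 targets and 0 of 27 genes of the Notch machinery passed between middle-aged and young libraries. Notch2 had a log2 fold change of -0.71 (standard error 0.33, adjusted p = 0.218 from limma). Members of other lists that passed were the lamin gene Lmnb1 (higher, by 1.68), among 15 genes of senescence, the asparagine synthetase Asns (higher, by 2.01), among 18 genes of the antioxidant and unfolded protein response, Col5a2 (lower, at -1.53), among 19 genes of the matrix, and Zfp423 (lower, at -1.21, but 0.065 after niche scaling), among 12 adipogenic genes. The senescence genes with the next smallest adjusted p, Igfbp7 (-1.73), Mmp13 (-2.08) and Igfbp3 (-1.19), were lower and did not pass. The call of Lmnb1 therefore does not show a rise of the senescence list. Of the marker lists, 2 of 9 for B cells (Ighm and Igkc), 1 of 3 for T and NK cells (Nkg7), 1 of 9 for erythroid cells (Car1), 1 of 4 for osteoclasts (Mmp9), 3 of 10 for fibroblasts and periosteum (Ly6a, Pi16 and Gli1) were higher, and 1 of 5 for mature osteoblasts and osteocytes (Ibsp) and 2 of 6 for chondrocytes (Acan and Hapln1) were lower. No gene passed among 24 NF-kB targets, 16 interferon response genes, 20 immediate early genes, 20 genes of oxidative phosphorylation, 11 mitochondrially encoded genes, 7 megakaryocyte, 11 endothelial, 8 pericyte and smooth muscle, 3 skeletal muscle, 2 Schwann cell and 4 sex-linked genes. Each call named here between middle-aged and young libraries ended without young replicate 1, and each also ended without middle-aged replicate 2. Those of Sfrp4, Wif1, Wnt5b, Col5a2, Zfp423, Mmp9, Gli1, Ibsp, Acan and Hapln1 ended as well without any other young or any treated replicate, those of Ighm, Igkc and Ly6a without young replicate 2 or 3, those of Nkg7 and Pi16 without young replicate 2 or 3 or treated replicate 1 or 2, those of Lmnb1 and Asns without young replicate 3, and that of Car1 without young replicate 3 or any treated replicate (adjusted p = 0.00238 to 0.145 for Sfrp4 from limma over the libraries left out).

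Between treated and untreated middle-aged libraries, limma called 0 genes of 14998, with a smallest adjusted p of 0.496, against 1464 at an unadjusted p under 0.05, 0 with edgeR and 44 with DESeq2. The real split gave 0, so that the 10 splits of these libraries (highest of the others 1) test nothing here. Lcp1 had 5215 ± 935 normalized counts in middle-aged and 3841 ± 818 in treated libraries, and Ighm had 1711902 ± 1891516 and 199609 ± 203604, with the most in replicate 3 of each condition (3827807 and 434536). The libraries of the 2 conditions overlapped for both genes. Against young, 1 of 7 pan-leukocyte, 1 of 10 neutrophil and 1 of 10 monocyte and macrophage markers were higher in treated libraries (7, 9 and 8 adjusted over the list alone), and the list of monocyte and macrophage markers also passed with an estimated correlation (adjusted p = 0.0401). No gene at all was called for treated against young when antibody genes were left out, and edgeR called 2. The main fit had called 11 genes other than antibody genes, among them Lcp1 (1.64 on the log2 scale) and Mpo (2.33). Leaving out antibody genes does not change these fold changes. Any difference among the 3 conditions was found for 97 genes, and 2 of 100 splits drawn from 280 gave as many, the real split included. That share is under 0.05 for this setting alone, but the highest of the other splits gave 159 genes, more than the real one. The splits were also chosen after the result was seen, so they do not exclude chance. The number of genes with any difference was 3 with edgeR, 14 without antibody genes and 19 with the same total. It was 4 to 755 when 1 library was left out, and splits were not run for these settings.

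The changes with age and with treatment had a Pearson correlation of -0.74 across 14998 genes, which are not independent replicates. Both use the middle-aged libraries, and simulated groups without any change had a correlation of -0.50 (-0.52 to -0.47 in 100 simulations). The covariance was -1.07, against -0.36 in the simulations. A correlation near -0.50 arises when the groups have equal spread. The middle-aged libraries differed more among themselves, with a chi-square per degree of freedom of 152 to 438 between pairs of libraries. It was 27.5 to 40.0 between young and 27.4 to 95.7 between treated libraries. More spread in the shared group alone lowers both the correlation and the covariance, so these values do not show that treatment reversed changes with age.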
